A study of Gallus gallus with 2 samples.

How the data were processed

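Low-input targeted chromatin capture (T2C) was carried out on 2 tissues of the chicken hindlimb digit at stage HH32, the interzone where a joint forms and the phalange beside it. In T2C, cross-linked chromatin is cut with a restriction enzyme, here ApoI, the ends that lie close together are ligated, and the ligation products of one locus are enriched with oligonucleotide baits before paired-end sequencing, so that each product reports 2 restriction fragments that were near each other. The design covered the 3.4 Mb around DACT2 and SMOC2. Each tissue was represented by 1 library made from a pool of 100 dissected specimens, per the labels' protocols. There was therefore 1 library per group, no replicate error could be given, and every test below compares 2 libraries and not 2 tissues.

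The authors deposited, for each library, a list of pairs of restriction fragments on chromosome 3 with a single value per pair, named signal per the file headers (the phalange list has the same 8 columns and no header line). The normalization behind the deposited signal, the aligner, the genome build, the removal of duplicates and any filter were not stated. The signal lay between 6.82e-05 and 0.5 in the interzone library and between 7.19e-05 and 0.5 in the phalange library. Its reciprocal was a whole number for 83.3% of the interzone pairs and 77.7% of the phalange pairs, and for 96.0% and 96.4% of those 20 kb or more apart. A read number divided by a total of the fragments would have that form, but the divisor was not given, no read counts were inferred, and the sequencing depth is unknown. Intervals that need the depth were therefore not computed. A weak fragment total raises such a value, so the number of listed fragment pairs was carried along as a second measure.

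Tests had been planned for read counts before the data were examined. As the lists held a signal, sums and shares of signal replaced counts of reads, and the number of listed fragment pairs, which is a count, was used wherever a count test had been planned. Fragments were numbered over both lists (6569 fragments, median length 325 bp), and pairs of adjacent fragments were left out unless stated. The distance of a pair was taken between fragment midpoints. Pairs were summed in 10 kb bins (346 bins, median 19 fragments per bin). The share of signal at 100 kb or more was taken over all pairs kept. The slope of decay was the least-squares slope of log10 mean signal per bin pair on log10 distance from 20 kb to 1 Mb. Observed over expected signal was the signal of a bin pair over the mean at the same bin distance, and its Spearman correlation between libraries runs across bin pairs, which are not independent replicates. Intervals of these 3 measures are the central 95% of 200 block bootstrap draws of 100 kb blocks. They describe variation along the locus within a library and contain no animal-to-animal or library-to-library error. Shares of listed pairs carry 95% Wilson intervals, which cover counting error only and treat pairs as independent.

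Bin pairs were compared with a two-sided Fisher's exact test of listed fragment pairs against the other listed pairs at the same bin distance, for bin pairs with at least 20 listed fragment pairs in both libraries together, with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 ratios of listed pairs use a pseudocount of 0.5. Insulation scores were the mean signal in a 100 kb diamond around each bin, as log2 over the locus median. Boundaries were local minima with a prominence of at least 0.1, and boundaries of the libraries within 1 bin of each other were counted as shared. Overlap was set against 10000 circular shifts of one list, drawn from 325 distinct shifts. Boundaries were also set against 20 simulated matrices per library without boundaries, drawn from the library's own decay, as listed pairs or with signal values sampled from its pairs 20 kb or more apart; this comparison was added after the boundaries had been seen.

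The code was tested on simulated data. A planted slope of -0.80 was recovered as -0.81 over 346 bins, and 11 of 11 planted boundaries were found within 1 bin, among 14 called. Of 50 planted bin pairs, 3.35 ± 2.32 were recovered at a 2-fold change, 25.55 ± 3.82 at a 3-fold change and 37.1 ± 2.61 at a 4-fold change (mean and SD of 20 draws), with on average 0.15, 0.95 and 1.45 calls among unchanged pairs. The repeated draws, and 10 further sets of 20 simulated matrices, were added when single draws were seen to differ between runs. Alternatives comprised bins of 20 kb and 5 kb, adjacent pairs kept, iterative balancing, thinning of the interzone list at random to as many pairs as the phalange list, removal of the 0.1% of pairs with the highest signal, and changes of each threshold.

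Text items were chosen by a rule set before the data were examined: for each library the 5 boundaries of largest prominence, and the 3 bin pairs with the largest and the 3 with the smallest log2 ratio among those past the adjusted threshold. The contacts of the DACT2 and SMOC2 start sites, also planned, were not analysed here. The gene table at hand gives the GRCg7b assembly and the files name no build, so genes were not placed on the files' coordinates. Coordinates below are those of the deposited lists, counted from 1. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.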

Results

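The proximity of chromatin across the DACT2-SMOC2 locus was measured by T2C in the forming joint (interzone) and in the adjacent phalange of chicken hindlimb digits, with 1 pooled library per tissue. The comparison addresses how the locus is folded in each of the 2 tissues. Both lists spanned chromosome 3 from 40154660 to 43603343, which is 3.45 Mb. In the GRCg7b assembly, SMOC2 and DACT2 lie on chromosome 3 with THBS2 next to SMOC2 on the outer side, FRMD1 next to DACT2 on the outer side and 8 protein-coding gene models between them; their positions in the build of the lists are not given here. No replicate libraries were analysed, so no difference below has a replicate check.

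The interzone list held 100914 fragment pairs over 6564 fragments, and the phalange list held 71542 pairs over 6553 fragments. Of the 21572596 possible pairs among the fragments of both lists, 0.468% were listed in the interzone and 0.332% in the phalange. The lists had 19365 pairs in common, which is 19.2% of the interzone list and 27.1% of the phalange list. Adjacent fragments accounted for 6422 interzone pairs and 6425 phalange pairs, and for 87.4% and 87.0% of all signal. After their removal, 94492 interzone pairs with a summed signal of 82.9 and 65117 phalange pairs with a summed signal of 104 (the signal has no unit) remained.

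Pairs less than 5 kb apart were nearly equal in number, 16791 in the interzone and 16624 in the phalange, but their summed signal was 57.4 in the interzone and 88.3 in the phalange. These pairs made up 69.2% of the interzone signal and 84.7% of the phalange signal. Between 5 kb and 20 kb, the interzone list held 10317 pairs and the phalange list 5253. Between 20 kb and 100 kb there were 15667 and 8354 pairs, and between 200 kb and 1000 kb there were 28525 and 19198. The median signal of a listed pair hardly changed with distance beyond 5 kb. In the interzone it was 0.000279 at 5 kb to 20 kb and 0.000257 at 1000 kb or more, and in the phalange it was 0.000259 and 0.000251. The decay of summed signal beyond 5 kb was thus carried by the number of listed pairs and not by their values. Overlap between the lists fell with distance. Of the phalange pairs, 66.4% were also listed in the interzone below 5 kb, 5.60% between 20 kb and 100 kb, and 0.696% at 1000 kb or more.

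**Figure D1:**
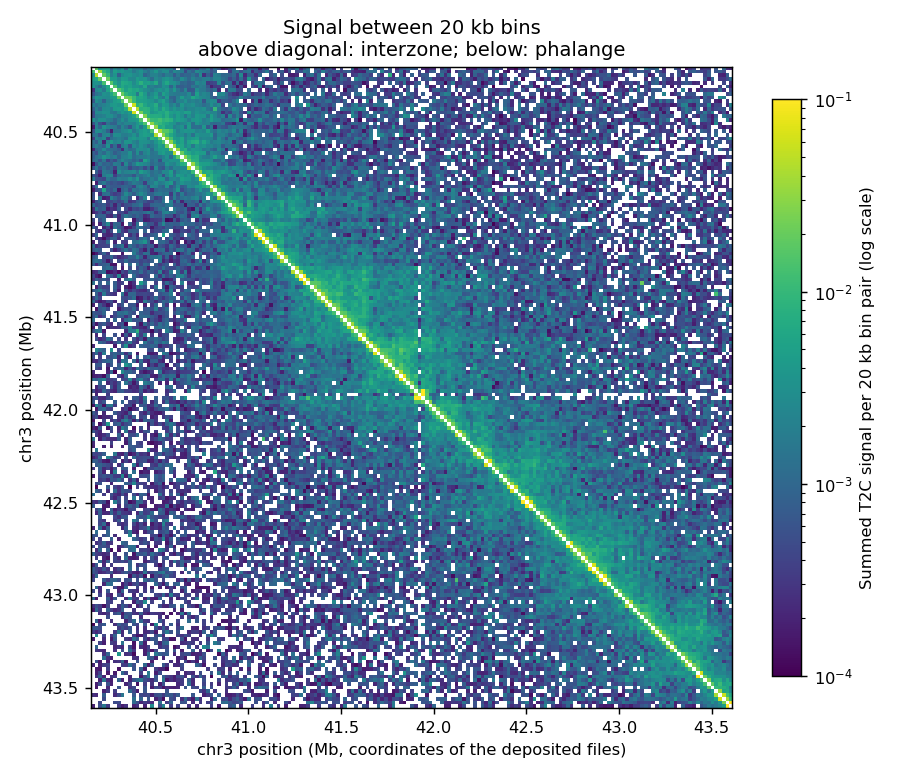
Summed T2C signal between 20 kb bins of chromosome 3 on a log colour scale, with the interzone above the diagonal and the phalange below it; both axes are positions in Mb, the diagonal is left out and empty bin pairs are white. Signal declines away from the diagonal in both libraries, blocks of higher signal lie along it, and a white stripe marks the 20 kb bin from 41910001 to 41930000, which held 167 listed interzone pairs and 130 phalange pairs where the median bin held 985 and 655.

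The signal of pairs with 1 fragment in between depended on the length of that fragment. In the interzone its median was 0.0182 for fragments under 100 bp and 0.00106 for fragments of 400 bp to 800 bp, and in the phalange it was 0.0269 and 0.00147.

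**Figure D2:**
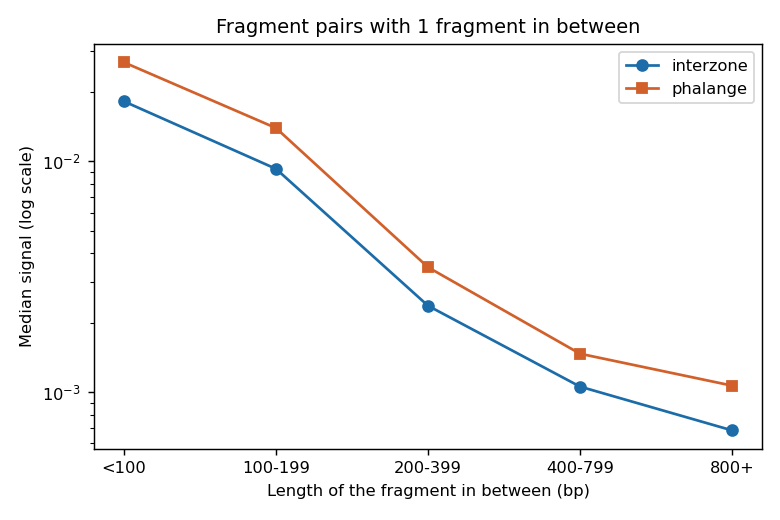
Median signal (log scale) of fragment pairs with 1 restriction fragment in between, by the length of that fragment in bp, with 1 line per library. The medians fall from 0.0182 to 0.00106 in the interzone and from 0.0269 to 0.00147 in the phalange between the class under 100 bp and the class of 400 bp to 800 bp, with the phalange above the interzone in each class.

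Long-range contact was compared as the share of signal at 100 kb or more. This share was 20.01% in the interzone (block bootstrap 95% interval 17.4 to 22.6) and 10.6% in the phalange (9.10 to 12.2), a difference of 9.39 percentage points (8.35 to 10.2). The difference depended on the short-range pairs in the denominator. Among pairs 20 kb or more apart, 76.0% of the interzone signal and 79.1% of the phalange signal lay at 100 kb or more, so that the difference changed sign to -3.04 percentage points. With listed pairs in place of signal, the share was 54.7% in the interzone (51717 of 94492 pairs, Wilson 95% interval 54.4 to 55.0) and 53.6% in the phalange (34886 of 65117, 53.2 to 54.0). A two-sided Fisher's exact test of these numbers gave an odds ratio of 1.05 and p = 5.12e-06 between the 2 libraries. Restricted to pairs 20 kb or more apart, the shares of listed pairs were 76.7% and 80.7%, the odds ratio was 0.790, and Fisher's exact test gave p = 1.56e-54. Both tests treat listed pairs as independent. Each pair is listed once whatever its signal, so shares of listed pairs can also vary with the depth, which is unknown.

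Signal fell with distance in both libraries. Between 20 kb and 1 Mb, the slope of log10 signal on log10 distance was -0.75 in the interzone (block bootstrap 95% interval -0.79 to -0.71) and -0.65 in the phalange (-0.70 to -0.60). The interzone slope was steeper by 0.10 (difference -0.10, interval -0.13 to -0.08), which exceeds the variation along the locus. It cannot be set against the spread between replicates. The mean signal per 10 kb bin pair was 0.00441 at 20 kb, 0.00115 at 100 kb and 0.000214 at 1000 kb in the interzone, and 0.00226, 0.000651 and 0.000159 in the phalange. Bins of 20 kb moved the difference most, to -0.055. In that setting the fit starts at neighbouring bins, which also hold pairs under 20 kb apart. Bin size and short-range signal are therefore not separated there.

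**Figure D3:**
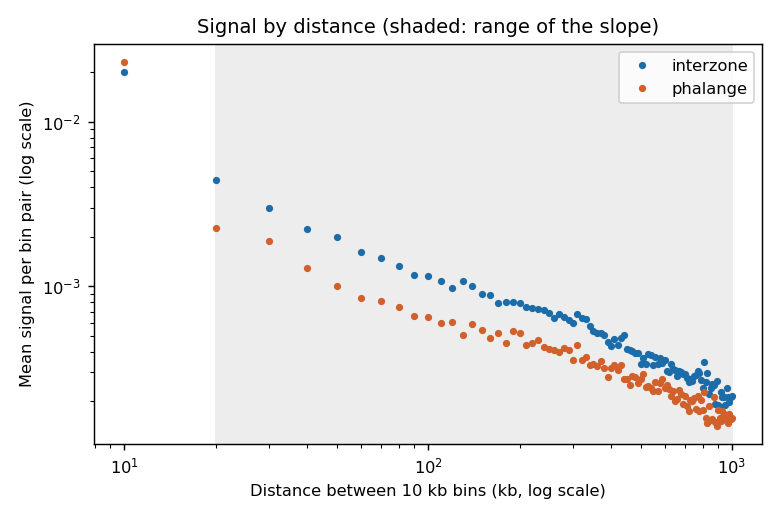
Mean signal per pair of 10 kb bins against the distance between the bins in kb, both on log scales, with 1 point per distance and library and the range of the slope fit shaded. The interzone lies above the phalange from 20 kb, 0.00441 against 0.00226, to 1000 kb, 0.000214 against 0.000159, and the points draw together with distance.

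The libraries were then compared bin pair by bin pair once the decay had been divided out. Across 29205 bin pairs 20 kb to 1 Mb apart, observed over expected signal correlated weakly between the libraries, with a Spearman rho of 0.126 (block bootstrap 95% interval 0.107 to 0.143) and a Pearson r of 0.174. These values are across bin pairs, which are not independent. Most bin pairs were thinly covered: the mean number of listed fragment pairs per bin pair was 1.93 in the interzone and 1.18 in the phalange, and 29.7% and 40.2% of bin pairs were empty. In 20 kb bins, the setting that moved it most, rho was 0.270. That setting also takes in neighbouring bins, which hold some pairs under 20 kb apart.

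Single bin pairs were then tested for a difference between the libraries. Of 536 bin pairs with at least 20 listed fragment pairs, 0 passed an adjusted p of 0.05 by two-sided Fisher's exact test with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.460. At an unadjusted p under 0.05 there were 19 bin pairs, 14 with the higher share in the interzone and 5 in the phalange. A fraction of 0.05 of the 536 is 26.8. With small counts Fisher's exact test can give fewer than that by chance, and the chance number was not simulated. Log2 ratios ranged from -1.72 to 2.69 with a median size of 0.34. Neighbouring bins made up 329 of the tested pairs and only 7 were 100 kb or more apart, so the test says little about long-range contacts. The tested bin pairs had a median of 35 listed fragment pairs. In simulations drawn from the same totals, 25.55 ± 3.82 of 50 simulated 3-fold changes and 3.35 ± 2.32 of 50 simulated 2-fold changes were recovered (SD, n = 20 draws), so changes of 2-fold or less were mostly not detectable there. The count remained 0 under each of the other settings run, where the number at an unadjusted p under 0.05 lay between 4 of 144 and 270 of 40329. As a percentage of the bin pairs tested, it was lowest with no minimum of listed pairs (0.669%). It was highest when scaled to all listed pairs, with 31 of 536 (5.78%), which is above 26.8. That setting does not match bin pairs by distance, so the difference in decay can enter it.

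Domain structure was examined with the insulation score, which is low where few contacts cross a position. Scores of the libraries followed each other along the locus, with a Pearson r of 0.833 and a Spearman rho of 0.825 across 326 overlapping and hence dependent bins. The score had 27 minima with a prominence of at least 0.1 in the interzone and 26 in the phalange, and 13 were shared within 10 kb. Circular shifts of one list shared a median of 6 (central 95% of shifts 3 to 11), and 0.99% of shifts shared as many as observed. Simulated signal without boundaries held 26.4 ± 1.70 minima for the interzone, with a range of 23 to 29 that takes in the observed 27, and 33.8 ± 2.84 for the phalange, more than the observed 26 (SD, n = 20 simulations). With listed pairs in place of signal there were 26 minima in each library, against 19.8 ± 2.19 in the interzone simulations (at most 24) and 26.3 ± 2.49 in those of the phalange. By that measure the number was above the simulations in the interzone only. The simulations give all bins equal coverage, so uneven coverage of bins could also produce such an excess. A 50 kb diamond gave 38 shared of 58 and 64 minima, and a 200 kb diamond 5 of 9 and 11.

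The 5 most prominent interzone boundaries lay in the bins 40850001 to 40860000 (prominence 1.70), 41950001 to 41960000 (1.28), 41890001 to 41900000 (1.28), 41610001 to 41620000 (0.95) and 42110001 to 42120000 (0.82). In the phalange they were 41950001 to 41960000 (prominence 1.10), 40830001 to 40840000 (1.06), 41890001 to 41900000 (1.06), 41620001 to 41630000 (1.00) and 42290001 to 42300000 (1.00). Of each 5, 4 were shared with the other library. The exception was the pair of boundaries in the bins starting at 40850001 and 40830001, which lay 20 kb apart. Against simulated signal without boundaries, 7 interzone minima exceeded the largest simulated prominence of 0.71, and 0 phalange minima exceeded the phalange maximum of 1.40. In the matrices of listed pairs, which are free of the few very high signal values, 8 interzone minima exceeded 0.45 and 7 phalange minima exceeded 0.58, the largest of 20 simulations each. In 10 further sets of 20 simulations, 8 interzone and 5 to 7 phalange minima exceeded the largest by listed pairs, and 6 to 7 interzone and 0 phalange minima by signal. Of the 8 and 7, 4 were shared within 10 kb, as by 1 of 325 circular shifts. They lay at 40840001 to 40850000 in the interzone and 40830001 to 40840000 in the phalange, and in both libraries at 41230001 to 41240000, 41630001 to 41640000 and 41950001 to 41960000. Bins with under 0.5 of the median number of listed pairs were then left out of the diamonds. By signal, the boundary at 41890001 was no longer found in the interzone. Its prominence in the phalange was 0.56. By listed pairs, with these bins also left out of the simulations, the limits were 0.76 in the interzone and 0.63 in the phalange. Each is the largest of 20 simulations, and the further sets were run with all bins only. Interzone minima at 42110001 (0.72) and 43170001 (0.57) were then below the limit. In place of 43050001 there was a minimum at 43040001 (0.22). The phalange minimum at 41860001 (0.31) was also below. The other minima, those at the 4 shared positions among them, stayed above.

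**Figure D4:**
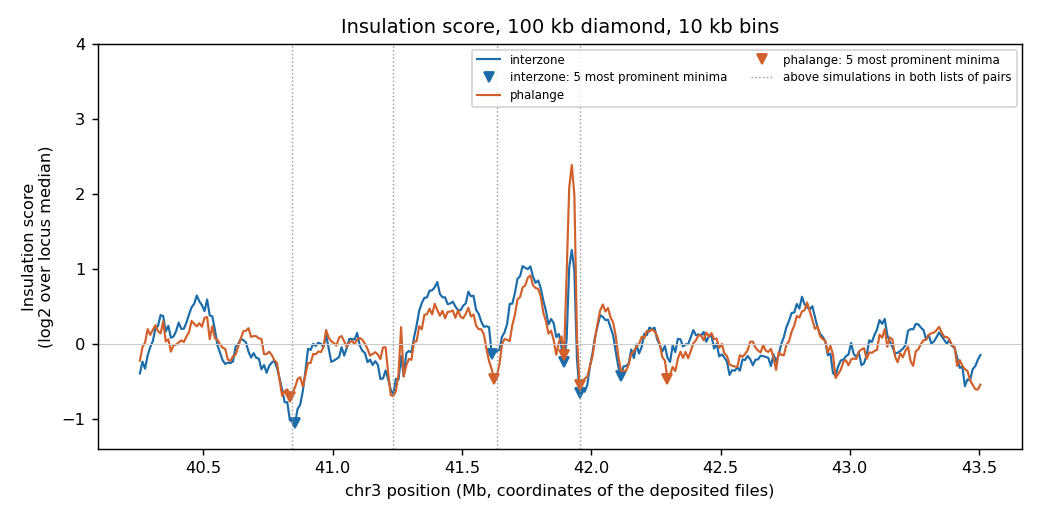
Insulation score (log2 over the locus median, 100 kb diamond) of each 10 kb bin against its position on chromosome 3 in Mb, as 1 line per library, with triangles at the 5 most prominent minima of each library and dotted lines at the 4 shared positions above the listed-pair simulations. The lines run together (Pearson r 0.833 across 326 bins), with a narrow peak just before 41950001 in both.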

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

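Adjacent restriction fragments, which the main comparisons left out, held 87.4% of all interzone signal and 87.0% of all phalange signal. They were singled out because they carry most of the signal in data that were left out, far above the smallest listed values of 6.82e-05 and 7.19e-05; the study has no control library against which to set them. The test below was chosen after the summed signal of pairs with 1 fragment in between had been seen in both libraries, and before its dependence on fragment length had been looked at.

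A candidate technical explanation is DNA that was never cut between the fragments and was read through as one molecule. Adjacent pairs themselves cannot separate uncut DNA from religated ends. Pairs with 1 fragment in between give a partial test, because a sheared molecule can span a short fragment more readily than a long one. In the interzone the median signal of such pairs was 0.0182 where the fragment in between was under 100 bp, 0.00237 at 200 bp to 400 bp and 0.00106 at 400 bp to 800 bp. In the phalange the medians were 0.0269, 0.00348 and 0.00147. The median for fragments under 400 bp was 6.79 times that for 400 bp to 800 bp in the interzone and 7.53 times in the phalange, which is consistent with read-through of uncut DNA over short stretches. Contact frequency also falls with distance, so religation of close ends could give the same trend, and the drop does not separate the 2. No biological explanation was tested, since both libraries show the pattern and there is 1 library per tissue.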

How the results depend on the processing

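The alternatives were fixed before the data were examined, except the following, which were chosen after seeing the data: listed pairs in place of signal, the removal of pairs under 20 kb or of pairs 10 or fewer fragments apart, the subtraction of the signal at 2.5 Mb or more, balancing without the same and the neighbouring bin, bin totals in the expected number, and the removal of bins with few listed pairs, from signal or from listed pairs.

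The difference in the share of signal at 100 kb or more, 9.39 percentage points in favour of the interzone, was the result that depended most on the processing. It reversed to -3.04 when pairs under 20 kb were left out and to -4.99 when pairs 10 or fewer fragments apart were left out. It fell to 1.13 with adjacent pairs kept, to 1.16 with listed pairs in place of signal, and to 7.41 with a threshold of 200 kb. With adjacent pairs kept, the shares were 2.52% in the interzone and 1.38% in the phalange, against 20.01% and 10.6% without them. That fall therefore comes from the larger total, and the interzone share stayed higher by a similar factor. The reversals show that the sign rests on the signal of short-range pairs. Balancing gave 9.41 and removal of the highest 0.1% of pairs 10.0. Random thinning of the list leaves shares as they are by construction and shows no stability here.

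The difference in slope, -0.10, stayed negative under each alternative run, from -0.055 with 20 kb bins, where it was outside the bootstrap interval, to -0.12 after subtraction of the signal at 2.5 Mb or more. With 20 kb bins the fit started at neighbouring bins, which also hold pairs under 20 kb apart. Between neighbouring 10 kb bins the phalange signal was the higher, 0.0230 against 0.0202. The value of -0.055 therefore mixes bin size with short-range signal. The correlation in 20 kb bins likewise takes in neighbouring bins. The correlation of distance-normalised signal, 0.126, rose to 0.270 in 20 kb bins, 0.186 for pairs 20 kb to 200 kb apart, 0.191 for the 207 bin pairs with at least 20 listed fragment pairs, and 0.149 with listed pairs in place of signal, and fell to 0.088 when balanced without the same and the neighbouring bin. The number of bin pairs past the threshold was 0 under each alternative run; removal of the highest 0.1% of pairs left the same 536 bin pairs tested and the same 19 at an unadjusted p under 0.05.

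The number of shared boundaries, 13, was 38 with a 50 kb diamond and 5 with a 200 kb diamond. The number of minima called changed along with it, to 58 in the interzone and 64 in the phalange at 50 kb and to 9 and 11 at 200 kb, so these values are not signs of stronger or weaker sharing. It was 7 when the same bin was required, 9 when bins with few listed pairs were left out, by signal or by listed pairs, and between 10 and 19 under the others. A similar number does not mean the same positions. Of the 13 alternatives run on the 10 named boundaries, several left a prominence unchanged, some by construction: adjacent pairs do not enter the diamond, a higher prominence limit does not alter the prominence itself, and the phalange list was not thinned. Counted over those that changed the prominence, 2 named boundaries were found within the tolerance under each of 9, those at 41620001 and 42290001 in the phalange. The one at 41610001 in the interzone was found under 3 of 9 and the one at 41950001 in the interzone under 7 of 10. By listed pairs, with or without the thin bins, an interzone minimum of prominence 0.98 lay at 41630001 instead. In those settings, not found at 41610001 means a shift beyond the tolerance and not the loss of a minimum in that stretch.

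Among the values per library and the named boundaries, which answer no comparison on their own, 43 of the recomputed values changed: 18 moved beyond their bootstrap interval, 22 were weaker (a count lower by more than 1.5 times, or a named boundary not found) and 3 were stronger.

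The planned contacts of the DACT2 and SMOC2 start sites and the contact between them were not run, nor were their alternatives, because genes were not placed on the coordinates of the lists. Bin size was not varied for the share, which is taken over fragment pairs, and balancing was not run for the test of listed pairs, which needs counts. Leaving out replicates and regrouping samples were not possible with 1 library per tissue. No paired analysis was possible because each tissue has 1 pooled library. The unknown read depth limits each result: the average bin pair 20 kb to 1 Mb apart rests on 1.93 listed fragment pairs in the interzone and 1.18 in the phalange.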

Other observations

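In this part, the tests of short-range pairs, of far bin pairs, of domains, of more undigested DNA in the phalange and of splits without common pairs, and the balancing without short-range pairs, were chosen after the result or part of it was seen. For read-through, the excess in the phalange had been seen, and the dependence on fragment length had not. The circular shifts of boundaries were planned before the data were examined, but their limit was set once the most prominent boundaries of both libraries had been seen. The other tests were fixed before their results.

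The larger share of signal over 100 kb in the interzone depends on short-range pairs. Among pairs 20 kb or more apart the difference was -3.04 percentage points, so the sign depends on whether short-range pairs are counted. The signal at 100 kb or more was itself larger in the interzone, 16.6 against 11.1. Read-through of uncut DNA is a candidate source of such signal. Where the fragment in between was under 400 bp, pairs with 1 fragment in between had a summed signal of 64.1 in the phalange and 41.0 in the interzone, a ratio of 1.57, and their median signal was at least 6.79 times that of pairs with 400 bp to 800 bp in between. Pairs 2 to 5 fragments apart held 83.2% of the phalange signal and 66.9% of the interzone signal. The drop with length is what read-through would give within each library, but religation of close ends could give it too. The excess of the phalange over the interzone, however, was not confined to short fragments: the ratio of summed signal was 1.66 at 400 bp to 800 bp and 1.88 at 800 bp or more, so that the ratio for short fragments was 0.835 times that for the longest. By summed signal, this goes against more undigested DNA in the phalange as the source of the difference between the libraries. Sums also take in the number of pairs, which at 800 bp or more was 825 in the phalange and 714 in the interzone. By medians, the drop from under 400 bp to 400 bp to 800 bp was steeper in the phalange, 7.53 times against 6.79 times. More undigested DNA there could give that. The drop in medians to 800 bp or more was not steeper in the phalange. It ran from 0.0111 to 0.00107 there, and from 0.00719 to 0.000684 in the interzone. The measures thus differ at 400 bp to 800 bp only, and the ratios have no spread, so the test does not decide. The unknown read depth and normalization of the libraries were not tested as explanations, and a difference in short-range folding between the tissues cannot be told apart from them with 1 library each.

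The steeper decay in the interzone library could have come from a larger background of random ligation in the phalange, which would flatten its slope. The mean signal per bin pair at 2.5 Mb or more was 9.97e-05 in the interzone and 6.78e-05 in the phalange, and the signal at 20 kb was 44.2 and 33.4 times as high. Once this level was subtracted, the slopes were -0.94 and -0.81 and their difference was -0.12, larger than the -0.10 without subtraction, which goes against a uniform background as the cause. Other technical differences between single libraries, such as digestion or library complexity, remain possible, and the pattern cannot be told apart from them.

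Sparse sampling may contribute to the low correlation of distance-normalised contacts. Over 50 random splits of the interzone list, the parts of each split correlated with a mean rho of 0.131 ± 0.0040 (SD over splits), and one part correlated with as many phalange pairs at 0.111 ± 0.0044. The gap was 0.0196. Each fragment pair is listed once, so 2 parts of a list have no fragment pair in common, while lists of 2 libraries do. With phalange pairs that the interzone part also lists left out, the means were 0.130 and 0.106, the gap was 0.0243 ± 0.0061 (SD over splits), and the parts of the single list correlated better in 50 of 50 splits. Both correlations were low, and the lists of the 2 libraries were somewhat less alike than parts of one list. Such parts share 1 library preparation and no replicate library sets the scale, so the gap cannot be assigned to tissue or to preparation.

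For the boundaries shared by the libraries, chance placement gave as many in 0.99% of circular shifts. Uneven coverage of bins is a stronger rival. After balancing, 4 of the 13 shared boundaries were again shared, by the test fixed beforehand. Most signal in a bin comes from pairs under 5 kb, so this balancing divides mainly by short-range signal. With the same and the neighbouring bin left out of the balancing, 9 of the 13 were again shared. Shared boundaries that come from coverage of the same fragments in both libraries can therefore not be told apart from domain borders for part of the list. The domains themselves carried over modestly: interzone boundaries enclosed 32.1% of the phalange signal between 20 kb and 500 kb, against a median of 29.5% for circular shifts, and 0.923% of the 325 shifts enclosed as much. In the other direction the values were 35.8%, 33.8% and 3.38%.

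The twin boundaries in the bins starting at 41890001 and 41950001 flank the most thinly covered stretch of the locus. The bins from 41900001 to 41930000 held 331 listed interzone pairs in all and 292 phalange pairs, while the median single bin held 503 and 343. Such bins were left out (17 in the interzone, 19 in the phalange). Of the 4 boundaries, 1 then kept a prominence above that of the simulated signal, the one at 41950001 in the interzone (0.86). That limit (0.71) came from simulations with all bins and was not recomputed without them. The comparison by signal can therefore not show that this boundary stands without the thin bins. The interzone boundary at 41890001 was not found, and the prominences at 41950001 and 41890001 in the phalange fell from 1.10 and 1.06 to 0.74 and 0.56. With all bins, 2 of the 4 had passed, both in the interzone. The phalange boundaries were below their simulated limit (1.40) from the start, so for that library the test could not come out otherwise, and in the interzone it rests on a single boundary lost. Listed pairs treat the 2 positions differently. By that measure 41950001 was above the simulated limits of 0.45 and 0.58 in both libraries (prominence 1.29 and 1.19), and 41890001 was below them in both (0.28 and 0.13), although the phalange had a further minimum at 41860001 (0.61). These simulations have even coverage, so the bins with few listed pairs were next left out of observed and simulated listed pairs alike. The boundary at 41950001 was then above the simulated limits of 0.76 and 0.63 in 2 of the 2 libraries (prominence 0.85 and 0.81). This goes against bins with few listed pairs as its only source. Each limit is the largest of 20 simulations, and the further sets were run with all bins only, so its spread is not known. Unevenness among the remaining bins is not in the simulations. At 41890001 no boundary was found in the interzone, and the phalange prominence was 0.14. Balancing without the same and the neighbouring bin points the other way for 41890001, with prominences of 1.31 in the interzone and 1.39 in the phalange. The balancing fixed beforehand gave a prominence of 0.90 in the interzone, and found no boundary there in the phalange. A boundary there can therefore not be told apart from an effect of the poorly covered bins.

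Single bin pairs far apart recurred across the libraries. The 20 bin pairs 100 kb to 1 Mb apart with the highest ratio of listed to expected fragment pairs in the interzone (at least 10 listed; the expectation takes in distance and the totals of both bins) held 79 phalange fragment pairs where 42.0 were expected, a ratio of 1.88, and 17 of the 20 were above expectation. Of 10000 random lists at the same distances, 0 reached that ratio. The picked pairs lie in clusters and are not independent. When pairs within 50 kb of a stronger one were dropped, 8 remained with a ratio of 1.77, which 1.48% of random lists reached. The most frequent contact joined the bins 41640001 to 41650000 and 41890001 to 41900000, 250 kb apart, with 24 listed interzone pairs (4.87 times the expectation) and 7 phalange pairs (2.43 times). Its neighbour from 41630001 to 41640000 with the same partner had 12 interzone pairs (3.50 times) and 11 phalange pairs (4.72 times), and was the only bin pair in this distance range with at least 10 listed phalange pairs. The first anchor lies at or next to a minimum above the listed-pair simulations in both libraries. The second lies at the minimum at 41890001, which was below these simulations in both libraries and was lost in the interzone without thin bins, so these data do not show that the contact joins the ends of a domain. The stronger contact of a domain as a whole, which the expectation does not take in, was not tested as an alternative, and the low totals give no grounds for a difference between the tissues.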
